# DNA polymerase κ participates in early S-phase DNA replication in human cells

**DOI:** 10.1073/pnas.2405473121

**Published:** 2024-07-01

**Authors:** Feng Tang, Yinan Wang, Ting Zhao, Jun Yuan, Andrew H. Kellum, Yinsheng Wang

**Keywords:** DNA replication, replication timing, translesion synthesis polymerase, mutagenesis

## Abstract

Cycling cells replicate their DNA during the S phase through a defined temporal program known as replication timing. Mutation frequencies, epigenetic chromatin states, and transcriptional activities are different for genomic regions that are replicated early and late in the S phase. Here, we found from ChIP-Seq analysis that DNA polymerase (Pol) κ is enriched in early-replicating genomic regions in HEK293T cells. In addition, by feeding cells with *N*^ 2^-heptynyl-2′-deoxyguanosine followed by click chemistry–based enrichment and high-throughput sequencing, we observed elevated Pol κ activities in genomic regions that are replicated early in the S phase. On the basis of the established functions of Pol κ in accurate and efficient nucleotide insertion opposite endogenously induced *N*^ 2^-modified dG lesions, our work suggests that active engagement of Pol κ may contribute to diminished mutation rates observed in early-replicating regions of the human genome, including cancer genomes. Together, our work expands the functions of Pol κ and offered a plausible mechanism underlying replication timing–dependent mutation accrual in the human genome.

During the S phase of the cell cycle, DNA replication occurs through a defined temporal program known as replication timing (1). Genomic regions replicated early in the S phase tend to be enriched with clusters of DNase I-hypersensitive sites, exhibit high transcriptional activity, and accrue less mutations than those replicated late in the S phase (1, 2). The latter has also been observed in cancer genomes; however, the detailed molecular mechanisms of how replication timing is regulated and how it modulates mutation rates remain incompletely understood (2).

Translesion synthesis (TLS) is a conserved mechanism for cells to cope with unrepaired DNA lesions by promoting replication across DNA lesions (3). Recent studies also documented noncanonical functions of these polymerases, including DNA repair (4), replicative bypass of secondary structures of DNA, e.g., guanine quadruplex DNA (5), as well as replication of common fragile sites and heterochromatin (6–8). Pol κ is a Y-family TLS polymerase, and it is conserved throughout evolution (3). Pol κ and its *Escherichia coli* ortholog (i.e., Pol IV) have a unique ability to insert efficiently the correct dCMP opposite *N*^ 2^-alkyl-2′-deoxyguanosine (*N*^2^-alkyl-dG) lesions, including those induced by by-products of endogenous metabolism (9, 10). Interestingly, the polymerase is also capable of inserting *N*^ 2^-alkyl-dGTP opposite cytosine in template DNA (9, 11). It remains unclear whether TLS polymerases function differently in early and late S-phase replication and whether such difference contributes to different mutation rates detected in these genomic regions.

## Results

On the basis of the unique ability of Pol κ to insert efficiently the correct nucleotide opposite endogenously induced *N*^ 2^-alkyl-dG lesions (9, 10), we hypothesize that this polymerase may function in early S-phase replication, thereby conferring mutation avoidance in these regions of the genome. To test this, we generated CRISPR-engineered HEK293T cells by inserting three tandem repeats of Flag tag to the C terminus of endogenous Pol κ (Fig. 1) and performed ChIP-Seq analysis using anti-Flag antibody. Our results showed that Pol κ is strongly enriched in genomic regions with active early S-phase replication (12), with Spearman’s correlation coefficients being 0.43 to 0.53 from two independent replicates of replication timing sequencing and Pol κ ChIP-Seq results (Fig. 2). In this vein, the results from the two biological replicates of Pol κ ChIP-Seq data are highly consistent, with Spearman’s correlation coefficient being 0.91 (Fig. 2).

**Fig. 1.**
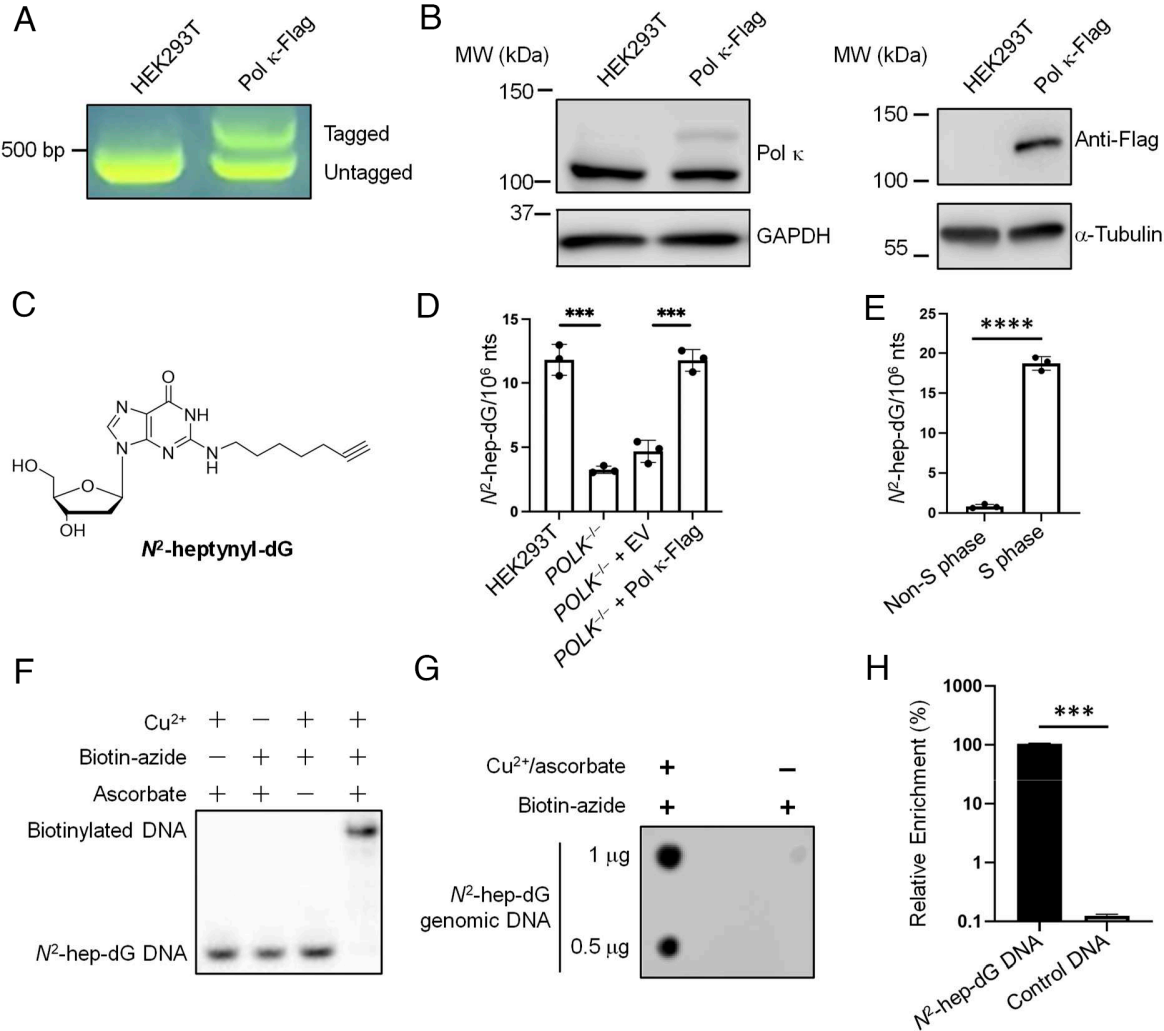
CRISPR knock-in of three tandem repeats of Flag tag to the C terminus of endogenous Pol κ in HEK293T cells and *N*^2^-hep-dG-Seq. (*A*) Agarose gel electrophoresis for detecting insertion of 3×Flag to the C terminus of endogenous Pol κ in HEK293T cells. PCR primers were designed to target outside the homology arms and yield a longer PCR product if the tag is inserted, where the expected amplicon lengths of parental HEK293T cells and the knock-in clone are 424 and 601 bp, respectively. (*B*) Western blot with anti-Flag and Pol κ antibodies for confirming the successful knock-in (KI) of Flag tag to endogenous Pol κ protein, where Pol κ-Flag is expressed at a lower level than the untagged counterpart. (*C*) The chemical structure of *N*^2^-hep-dG. (*D* and *E*) Frequencies of *N*^2^-hep-dG in cellular DNA isolated from asynchronized HEK293T cells, the isogenic *POLK*^-−/−^ cells, and the *POLK*^−/−^ cells transfected with an empty vector or a vector for expressing C-terminally Flag-tagged human Pol κ (*D*), as well as from synchronized S-phase and non-S-phase HEK293T cells (*E*). (*F*) Denaturing gel electrophoresis showing the reaction of a 12-mer oligodeoxynucleotide, d(ATGGCGXGCTAT) (X = *N*^2^-hep-dG), with biotin-azide. (*G*) Dot blot monitoring the conjugation of biotin-azide with genomic DNA isolated from HEK293T cells fed with *N*^2^-hep-dG. (*H*) *N*^2^-hep-dG-Seq enables efficient enrichment of a 90-mer *N*^2^-hep-dG-containing duplex DNA over the corresponding unmodified DNA. The enrichment fold was calculated by normalizing the qPCR-determined recovery rates of *N*^2^-hep-dG-containing DNA over the unmodified counterpart. The data in (*D*), (*E*), and (*H*) represent the mean ± SD of results obtained from three independent experiments. ***P < 0.001; ****P < 0.0001 (unpaired two-tailed Student’s *t* test).

**Fig. 2.**
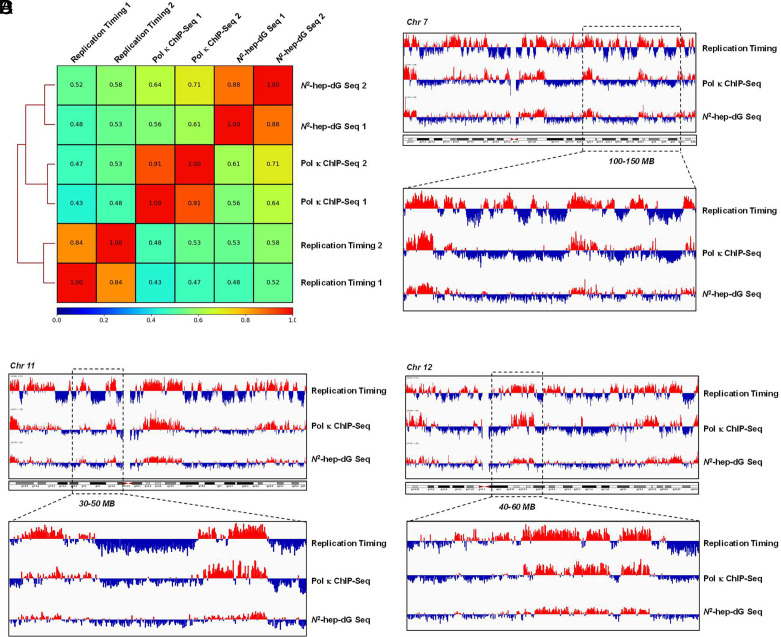
*N*^2^-hep-dG and polymerase κ are enriched at genomic regions replicated in the early S phase of the cell cycle. (*A*) Spearman’s correlation coefficients of replication timing (PRJNA419407), Pol κ ChIP-seq, and *N*^2^-hep-dG-Seq. (*B*) Representative IGV plots illustrating the comparisons of replication timing, Pol κ ChIP-seq, and *N*^2^-hep-dG-Seq results for chromosomes 7, 11, and 12. The bin size for generating the IGV plots in (*B*–*D*) was 50 kb.

We next asked whether Pol κ exhibits polymerase activity in those genomic regions replicated early in the S phase. To this end, we incubated HEK293T cells and the isogenic Pol κ knockout cells (13) with 10 μM *N*^ 2^-heptynyl-dG (*N*^ 2^-hep-dG) for 3 h, isolated genomic DNA from the cells, digested the DNA to single nucleosides, and subjected the nucleoside mixture to LC–MS/MS analysis (14). In this context, we employed *N*^ 2^-hep-dG as a model nucleoside for endogenously induced *N*^ 2^-dG lesions, where the incorporation of an alkyne handle facilitates enrichment of lesion-bearing DNA fragments for next-generation sequencing (NGS) analysis. Our LC–MS/MS results showed that the levels of *N*^ 2^-hep-dG were 11.8 and 3.25 modifications per 10^6^ nucleosides in HEK293T and the isogenic Pol κ knockout cells, respectively (Fig. 1*D*). In addition, reconstitution of Pol κ knockout cells with C-terminally Flag-tagged human Pol κ restored the level of *N*^ 2^-hep-dG incorporation to that detected in parental HEK293T cells (Fig. 1*D*). These results are in line with the previous findings that Pol κ is the major polymerase in incorporating *N*^ 2^-alkyl-dG nucleotides into genomic DNA in human cells (11, 14). The lack of complete abrogation of *N*^ 2^-hep-dG incorporation into genomic DNA in Pol κ knockout cells is likely attributed to a minor role Pol η in incorporating the modified nucleoside into genomic DNA, as observed previously for the structurally related *N*^ 2^-*n*Bu-dG (14). We also examined Pol κ activity in synchronized cells by assessing the levels of *N*^ 2^-hep-dG incorporation, and, in line with the previous observation that the polymerase is translationally up-regulated in the S phase (15), we found that Pol κ’s activity is much higher in S-phase than non-S-phase cells (Fig. 1).

We next employed biotin-azide and click chemistry to enrich *N*^ 2^-hep-dG-containing DNA fragments for NGS analysis (*N*^ 2^-hep-dG-Seq) (Fig. 1). The two replicates of *N*^ 2^-hep-dG-Seq data are again consistent, where the genomic regions with high levels of *N*^ 2^-hep-dG incorporation are also enriched with Pol κ, with the correlation coefficients being 0.56 to 0.71 (Fig. 2). Importantly, overlapping analysis of the *N*^ 2^-hep-dG-Seq and replication timing–Seq data revealed that the sites of *N*^ 2^-hep-dG incorporation are enriched at loci with active early S-phase replication, with Spearman’s correlation coefficients being 0.48 to 0.58 (Fig. 2).

## Discussion

Our Pol κ ChIP-seq results revealed an augmented occupancy of Pol κ in genomic regions that are replicated early in the S phase of the cell cycle, and our *N*^ 2^-hep-dG-Seq results supported the elevated activities of the polymerase in these genomic regions. Considering that *N*^ 2^-alkyl-dG can be induced from by-products of endogenous metabolism and that Pol κ-mediated nucleotide insertion opposite these lesions is both accurate and efficient (9, 10), active engagement of Pol κ in replicating genomic regions early in the S phase may minimize mutation accumulation from endogenously induced DNA lesions. Our findings, together with the documented roles of Pol η and Pol ξ in heterochromatin replication (6, 8), are consistent with the needs of mutation avoidance in actively transcribed genes replicated early in the S phase, while allowing for genome evolution in late-replicating heterochromatin regions (8). Hence, our work expands the functions of Pol κ and offers a plausible mechanism underlying the diminished mutation rates detected in these regions of the cancer genomes (2).

## Materials and Methods

The levels of *N*^2^-hep-dG in genomic DNA were measured using LC–MS/MS. Pol κ ChIP-Seq was conducted using CRISPR-engineered Pol κ-Flag cells and anti-Flag antibody, and *N*^2^-hep-dG-Seq was performed using click chemistry–based enrichment of *N*^2^-hep-dG-harboring DNA fragments followed by NGS analysis. For details, please see online *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

Next-generation sequencing data have been deposited in GEO (GSE220603 and GSE261442) (16, 17). Previously published data were used for this work (SRA with accession number PRJNA419407) (18).

# Supplementary material for: DNA polymerase κ participates in early S-phase DNA replication in human cells
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 1;121(28):e2405473121. doi: 10.1073/pnas.2405473121
**Supplement:** Supplementary file 1 — Appendix 01

**Supplementary Materials for**

**DNA Polymerase  $\kappa$  Participates in Early S-Phase DNA Replication in Human Cells**

Feng Tang<sup>1,†</sup>, Yinan Wang<sup>1,†</sup>, Ting Zhao<sup>2</sup>, Jun Yuan<sup>1</sup>, Andrew H. Kellum, Jr.<sup>1</sup>, and Yinsheng Wang<sup>1,2,\*</sup>

<sup>1</sup>Department of Chemistry and <sup>2</sup>Environmental Toxicology Graduate Program, University of California Riverside, Riverside, CA 92521-0403. <sup>†</sup>These authors contributed equally.

## Materials and Methods

### Cell lines

HEK293T cells were purchased from ATCC and tested to be free of mycoplasma contamination using LookOut Mycoplasma PCR Kit (Sigma, MP0035). The cells were maintained in DMEM (Life Technologies) supplemented with 10% FBS (Invitrogen) and 1% penicillin/streptomycin (v/v) at 37°C in a humidified incubator with 5% CO<sub>2</sub>. For genomic DNA extraction, the cells were harvested at 80% confluency. CRISPR-based integration of three tandem repeats of the Flag epitope tag to the C-terminus of endogenous Pol  $\kappa$  was conducted following the previously reported procedures (1). PCR and Western blot were performed to confirm the correct insertion (Figure 1A-B). The guide RNAs were designed according to a previously described method (2).

### Incorporation of *N*<sup>2</sup>-heptynyl-dG (*N*<sup>2</sup>-hep-dG) into genomic DNA and *N*<sup>2</sup>-hep-dG-sequencing

HEK293T cells and the isogenic *POLK*<sup>-/-</sup> cells (3) were cultured in a 6-well plate. In reconstitution experiments, the *POLK*<sup>-/-</sup> cells were transfected with 1  $\mu$ g of pRK7 plasmid for ectopic expression of C-terminally Flag-tagged human Pol  $\kappa$  or an empty pRK7 vector control, using 3  $\mu$ L of TransIT-X2<sup>®</sup> transfection reagent for 24 h. The cells were subsequently incubated for 3 h in culture medium containing 10  $\mu$ M *N*<sup>2</sup>-hep-dG. The cells were then washed twice with 1 $\times$  PBS, and harvested immediately.

For *N*<sup>2</sup>-hep-dG sequencing, genomic DNA was extracted using Monarch<sup>®</sup> Genomic DNA Purification Kit (New England Biolabs). 

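The modified nucleoside differs from 2′-deoxyguanosine by a chain that ends in an alkyne and is attached to the amino group at N2 of the base (Fig. 1C). Natural DNA has no alkyne, so an azide reacts with the incorporated nucleoside and leaves the other bases alone. Coupling to biotin-azide therefore turns each place where the nucleoside was incorporated into a biotin, which streptavidin beads can hold after the DNA has been sheared. The gel in Fig. 1F and the dot blot in Fig. 1G follow this coupling on an oligodeoxynucleotide and on genomic DNA, and Fig. 1H gives the enrichment of a duplex with the nucleoside over the same duplex without it.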

The isolated DNA was reacted with biotin-azide at room temperature for 6 h (4). The biotinylated genomic DNA was sheared using a Covaris S220 sonicator. The *N*<sup>2</sup>-hep-dG-containing DNA fragments were enriched with Dynabeads<sup>™</sup> MyOne<sup>™</sup> Streptavidin C1 (Thermo). Purified DNA was quantified and verified on an Agilent 2100 Bioanalyzer. The library was then constructed using NEBNext Ultra DNA Library Prep Kit (NEB, E7103S) following the manufacturer's instructions. Subsequently, the purified DNA libraries were assessed using an Agilent 2100 Bioanalyzer and multiplexed for sequencing on a MGISEQ-2000 platform (BGI Genomics). The sequencing reads were checked with FastQC and aligned to the human hg19 reference genome using Bowtie2 with the default configuration (5). 

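The reads of an enriched library mark fragments that carried the nucleoside, and their density along a chromosome is compared with the density of Pol κ ChIP-Seq reads and with replication timing in Fig. 2. Such a comparison counts reads in bins of one length and ranks the bins in each library. Spearman’s correlation coefficient then measures how far the ranks go together, so that scaling a library by a constant leaves it unchanged, whereas bins with few reads are ordered partly by counting noise. Larger bins hold more reads and average over more sequence, and neighboring bins are not independent of each other.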

Integrative Genomics Viewer (6) was used to visualize the mapping results, and Plotprofile was performed using deepTools at a bin size of 50 kb (7). The sequencing data generated in this study were deposited into the NCBI Gene Expression Omnibus (GEO) under accession number of GSE261442. Replication timing sequencing data were retrieved from Sequence Read Archive (SRA) with accession number of PRJNA419407.

### Western Blot

Approximately 10  $\mu$ g of whole-cell protein lysate was loaded onto a 8% or 10% SDS-PAGE gel. Antibodies recognizing human Pol  $\kappa$  (Abclonal; 1:2000) and Flag epitope tag (Sigma, 1:2000) were used as primary antibodies for Western blot analysis. Goat anti-rabbit IgG (whole molecule)-peroxidase antibody (Sigma, 1:3000) and m-IgGk BP-HRP (Santa Cruz Biotechnology, 1:3000) were employed as secondary antibodies. Western blot were also conducted with anti-GAPDH (Santa Cruz Biotechnology, 1:5000) and anti- $\alpha$ -tubulin (Santa Cruz Biotechnology, 1:5000) to confirm equal protein loading.

### Pol $\kappa$ ChIP-Seq

Chromatin immunoprecipitation of Pol  $\kappa$  was performed as previously described with a few modifications (1). Briefly, 2 $\times$ 10<sup>7</sup> cells were cross-linked by adding formaldehyde dropwise directly to the media at a final concentration of 1% (w/v) and rotating gently at room temperature for 10

min. The reaction was quenched by adding 2.5 M glycine to the medium until its final concentration reached 125 mM, and the mixture was incubated at room temperature with shaking for 5 min. After washing with 1× PBS three times, the cells were resuspended in PBS. After centrifugation, the cell pellet was resuspended in RIPA buffer [50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% NP40 (v/v), 0.5% sodium deoxycholate (w/v), 0.1% SDS (w/v) and 1× protease inhibitor cocktail] at 4 °C for 30 min with rotation. Chromatin was sheared using a Covaris S220 sonicator at 4°C for 10 min with a peak incident power of 140, a duty cycle of 10%, and 200 cycles per burst. After centrifugation at 16,000g for 15 min, the supernatant was incubated with pre-blocked anti-Flag M2 affinity gel (Sigma) on a rotator at 4°C overnight. 

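The antibody on the gel binds the Flag epitope and not Pol κ itself. Chromatin of the knock-in cells is held through the tag at the C terminus of Pol κ, together with the DNA cross-linked to it, whereas cells without a tagged protein give the gel no Flag epitope to bind. DNA recovered from untagged cells with the same gel would measure the fragments that stick to the beads without the tag.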

After washing, DNA was eluted from the beads with 120 µL 100 mM NaHCO<sub>3</sub> and 1% SDS (w/v) at 68°C for 2 h. Cross-links were subsequently reversed by adding 4.8 µL of 5 M NaCl and 2 µL RNase A (10 mg/mL) and incubated with shaking at 65°C overnight. Proteins in the resulting DNA samples were removed with 2 µL proteinase K (20 mg/mL) and incubated with shaking at 60°C for 2 h. Finally, the DNA was purified using Cycle Pure Kit (Omega). Purified DNA was quantified and verified on an Agilent 2100 Bioanalyzer. The library was then constructed using NEBNext Ultra DNA Library Prep Kit (NEB, E7103S) following the manufacturer's instructions. Subsequently, the purified DNA libraries were assessed using an Agilent 2100 Bioanalyzer and multiplexed for sequencing on an MGISEQ-2000 platform (BGI Genomics).

The sequencing reads of ChIP-seq were checked with FastQC and aligned to the human hg19 reference genome using Bowtie2 in the default configuration (5). After alignment, the sequencing duplicates were removed using Picard MarkDuplicates (<http://broadinstitute.github.io/picard/>). Integrative Genomics Viewer (6) was used to visualize the mapping results. The ChIP-Seq data generated in this study have been deposited into the NCBI Gene Expression Omnibus (GEO) under accession number GSE220603.

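The deposit also holds libraries that the paper does not describe. Of its 16 samples, 12 carry labels with the prefix R_, with 2 pulldown libraries and 2 control libraries for each of 3 genotypes of HEK293T, a human embryonic kidney cell line. These are wild-type cells, POLK−/− cells, labelled as a knockout of the gene for Pol κ, and DDX23−/− cells. The last are labelled as a knockout of DDX23, which is the gene for an RNA helicase of the spliceosome. The labels name Pol κ as the target of the antibody in all 3 genotypes, whereas their protocol names anti-Flag beads although no tag is given for these cells, so what was pulled down is not certain. The prefix is not explained. Processed files of 3 of these samples were analysed here, 1 peak list per genotype, and the Pol κ-Flag libraries behind Fig. 2 were not analysed here. A peak list gives the regions in which the authors’ peak caller found more fragments than its local background. For each peak it gives the fold over that background, with 1 added to both terms of the ratio, and the −log10 of the p and the q. The peaks carry hg19 contig names, and the text does not name the peak caller, its threshold, the control library or whether libraries were pooled.
With 1 list per genotype there are no replicates, and differences between the genotypes have no replicate check. The wild-type list holds 1468 peaks over 548 kb, the POLK−/− list 2451 peaks over 1006 kb and the DDX23−/− list 5945 peaks over 2355 kb. The median peak width was 328 bp (95% confidence interval from 319 to 336) in the wild-type list, 349 bp (343 to 356) in the POLK−/− list and 347 bp (342 to 352) in the DDX23−/− list. With peaks limited to the 1468 with the smallest p of each list, the median width in the DDX23−/− list became 536 bp. Of the wild-type peaks, 1123 overlapped a peak of both other lists by at least 1 bp, 244 overlapped a peak of 1 other list, and 101 were in the wild-type list only. In the DDX23−/− list 1109 peaks overlapped both other lists and 3447 overlapped neither.

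**Figure D1:**
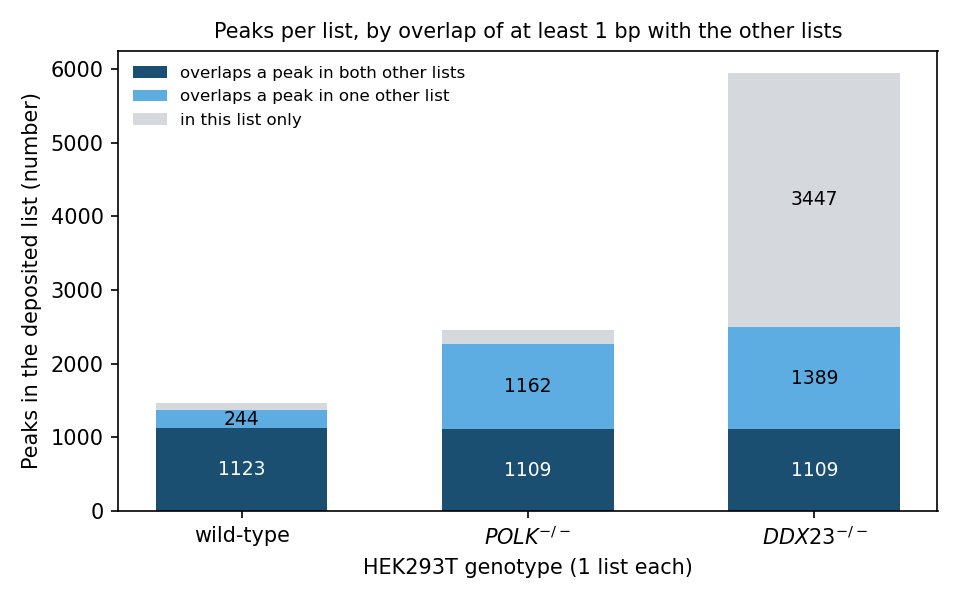
Number of peaks in each of the 3 peak lists (y axis) by HEK293T genotype (x axis, 1 list each), split by overlap of at least 1 bp with the other lists. Dark segments are peaks that overlap both other lists (1123, 1109 and 1109), light blue segments overlap 1 other list (244, 1162 and 1389), and gray segments are in that list only (101, 180 and 3447).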

## LC-MS/MS

LC-MS/MS measurement of the incorporation of *N*<sup>2</sup>-hep-dG was conducted following previously published procedures (8). Briefly, genomic DNA was extracted from cells using Qiagen DNeasy Blood & Tissue Kit following the manufacturer's instructions. Extracted genomic DNA was subjected to enzymatic digestion. In brief, 1 µg of cellular DNA was digested with 2.5 units of benzonase (Sigma), 0.003 unit of phosphodiesterase I (Sigma) and 2 unit of alkaline phosphatase (Sigma) in a 50-µL buffer containing 20 mM Tris-HCl, pH 7.5, 100 mM NaCl, 20 mM MgCl<sub>2</sub> at 37°C for 18 h. The enzymes in the digestion mixture were then removed by chloroform extraction. The aqueous phase was dried *in vacuo* and the resulting residues redissolved in 10% methanol in H<sub>2</sub>O for LC-MS/MS analysis.

The LC-MS/MS experiments were conducted on an Q Exactive Plus quadrupole-Orbitrap mass spectrometer equipped with a Nanospray Flex source and coupled with a Dionex UltiMate 3000 RSLCnano UPLC system (Thermo Fisher Scientific, San Jose, CA, USA). The nucleoside mixture was separated using an in-house packed trapping column (150 µm × 40 mm) and an analytical column (75 µm × 200 mm), packed with Zorbax SB-C18 (5 µm in particle size, 200 Å in pore size, Michrom BioResource, Auburn, CA). Formic acid (0.1%, v/v) in water and formic acid (0.1%, v/v) in 80% acetonitrile were used as mobile phases A and B, respectively. A gradient of 1-95% B in 20 min, and 95% B for 20 min was employed, where the flow rate was 300 nL/min. The mass spectrometer was operated in the positive-ion mode with an electrospray voltage of 1.5 kV, and the capillary temperature was 250°C. The precursor ions were fragmented in an HCD collision cell at a normalized collision energy of 20. The MS/MS resolution was 35,000, the automated gain control target was 1 × 10<sup>6</sup>, and the maximum accumulation time was 50 ms. MS/MS for the [M + H]<sup>+</sup> ions of *N*<sup>2</sup>-hep-dG (*m/z* 362.2) and [D<sub>9</sub>]-*N*<sup>2</sup>-*n*Bu-dG (*m/z* 333.2) was monitored. [D<sub>9</sub>]-*N*<sup>2</sup>-*n*Bu-dG was used as a surrogate standard for quantifying *N*<sup>2</sup>-hep-dG, and a

calibration curve was constructed by mixing  $N^2$ -hep-dG and  $[D_9]$ - $N^2$ -*n*Bu-dG at defined molar ratios and analyzing the mixtures with LC-MS/MS under the same experimental conditions.

### **Cell synchronization and $N^2$ -hep-dG incorporation**

HEK293T cells were synchronized by following a previously described double thymidine block protocol with minor modifications (9). 

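An excess of thymidine in the medium unbalances the pools of deoxynucleotides and stops DNA synthesis. Cells caught in the S phase by the first block finish it after the thymidine is removed, and the next block then collects nearly all cells at the start of the S phase. Cells released from that block in the presence of N2-hep-dG incorporate it while they replicate, and cells held in the block serve as the non-S-phase sample of Fig. 1E. Deoxycytidine in the release medium relieves the shortage of its nucleotide that the thymidine had caused.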

The cells were plated at 20% confluency in a T75 culture flask containing 10 mL of DMEM supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. Two hundred  $\mu$ L of 100 mM thymidine was added into the culture media until its final concentration reached 2 mM. The cells were incubated for 14 h and then washed with 10 mL pre-warmed PBS twice. The cells were subsequently incubated with 10 mL pre-warmed DMEM supplemented with 24  $\mu$ M 2'-deoxycytidine for 9 h. Two hundred  $\mu$ L of 100 mM thymidine was added to the culture media again and the cells were incubated for 14 h. The cells were washed twice with 10 mL pre-warmed PBS and incubated in the pre-warmed DMEM supplemented with 24  $\mu$ M 2'-deoxycytidine and 10  $\mu$ M  $N^2$ -hep-dG for 3 hrs, which is considered as S phase cells. The non-S phase cells were treated with 10  $\mu$ M  $N^2$ -hep-dG for 3 hrs after double thymidine block without releasing.

## References

How the deposited data were processed for this re-analysis (not part of the article)

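The data analysed here are 3 lists of ChIP-Seq peaks in HEK293T cells, 1 each for wild-type, POLK−/− and DDX23−/− cells. They come from the libraries whose labels begin with R_, which the paper does not describe. Genotypes were taken from the sample labels, and the deposit assigns each list to the sample numbered 1 of its genotype. The numbers inside the peak names differ from this for the wild-type and DDX23−/− lists, so which library of a genotype a list was called from is uncertain. The Pol κ-Flag ChIP-Seq, N2-hep-dG-Seq, replication timing and LC-MS/MS data, on which the conclusions of the paper rest, were not analysed here, so no values stand beside those conclusions.

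Each peak is deposited with a start, an end and a summit. The authors deposited a fold per peak, which the values show to be a ratio with 1 added to both terms, the scaled number of fragments at the summit and the peak caller's local background, so that it lies below the plain ratio. They also deposited the −log10 of the p and of the q of each peak, and a score equal to 10 times the −log10 of the q. The text of the paper does not give the peak caller, its version, its threshold, the control or any pooling for these lists. The SI Appendix states Bowtie2 alignment to hg19 and removal of duplicates with Picard for the Pol κ ChIP-Seq, and whether the same steps made these lists is not stated. The contig names and the positions of peaks on chromosome 1 are those of hg19, so the GRCh37 sequence and GENCODE 44 annotation placed on GRCh37 were used. The weakest −log10 p in the deposited lists was 5.28 in the wild-type list, 4.70 in the POLK−/− list and 4.48 in the DDX23−/− list.

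Fold and p values of single peaks were used to rank and filter peaks within a list, and to recover depth. For the latter, the formulas of the peak caller MACS2 were solved for the number of fragments at the summit and the background of each peak. A whole number of fragments reproducing both deposited values was found for 1468 of 1468 wild-type peaks, 2451 of 2451 POLK−/− peaks and 5941 of 5945 DDX23−/− peaks. The lowest background shared by at least 2% of the peaks of a list was taken as its genome-wide level, and together with the shortest peak (228, 211 and 196 bp), taken as the fragment length, it gave the depth of each pulldown library relative to the wild-type one, 2.36 for POLK−/− and 3.94 for DDX23−/−. The absolute number of reads is not known. Counting error at the summit is large in the wild-type list, whose weakest peak rests on 6 fragments, against 10 in the POLK−/− list and 14 in the DDX23−/− list.

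Peaks of different lists were called shared when they overlapped by at least 1 bp. Overlap was tested against 10000 random rotations of the list along each chromosome (one-sided permutation test). Peaks within 1 kb of the start of a protein-coding gene were counted and tested in the same way (two-sided permutation test). The smallest p these tests can give is 0.0001 one-sided and 0.0002 two-sided. They ask whether positions coincide more than chance placement would give, and they do not test the genotypes. Spearman's rho was computed over bins of 1 Mb, without a p because neighboring bins are not independent, with a 95% interval from 1000 resamples of whole chromosomes. Shares are given with exact binomial (Clopper-Pearson) 95% confidence intervals, and medians with intervals from binomial order statistics, which cover the sampling of peaks and not the spread between cultures. On simulated data, the rotation test gave a p at or under 0.05 for 2.5% of 40 unrelated lists compared with the DDX23−/− list. These lists were placed at random along chromosomes and tested with fewer rotations, so they do not show the effect of peaks clustered at gene starts. The depth recovery found the fragments and background of 100% of the 5945 peaks simulated in the size of that list. These peaks were made with the same formulas that the recovery solves, so this checks the arithmetic and not whether the formulas or the relative depths hold.

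A tRNA-type promoter was defined as a B box preceded within 24 to 110 bp by an A box, 1846 of which were found on the assembled chromosomes, and peaks with such a site were tested against 1000 rotations (smallest p 0.001). Copies of the 100 peaks with the smallest p of each list were sought in the genome with blastn 2.17.0 (at least 95% identity over at least 50 bp, word size 32), and copies of the sites in them, with 20 bp on either side, at the same identity over at least 80% of their length (word size 11).

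The choices made before the data were examined were the tests above for overlap, gene starts and bins, with these alternatives: peaks with a q of 1e-05 or less, chromosomes 1 to 22 and X only, the same number of peaks from each list (the 1468 with the smallest p), a reciprocal overlap of 50%, summits within 500 bp, rotation within windows of 10 Mb, a distance of 5 kb to a gene start, the starts of all annotated genes, bins of 50 kb or 5 Mb, and bins with a peak in either list. The genes and peaks named are POLK and DDX23, with the peaks within 10 kb of each, and the 5 peaks with the smallest p of each list, with the protein-coding gene that holds the summit or lies nearest. The analyses of tRNA-type promoters, depth, GC-matched windows, chromosome 6 and peaks moved between gene starts were added after the lists had been seen. Scripts were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0, and samtools 1.23.1 was used for the genome sequence.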

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

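The tests of tRNA-type promoters and their copies, of depth (with all its thresholds and the comparison with the reverse direction) and of the signal over background were chosen only after the peak lists had been seen.

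All 3 lists hold a signal in libraries that the paper does not report on, 1468 peaks in wild-type cells, 2451 in POLK−/− cells and 5945 in DDX23−/− cells. The counts stand at 1.67 and 4.05 relative to the wild-type list, and 1 list per genotype leaves no replicate check of either difference. The pulldown libraries also differ in depth in the same order, 2.36 and 3.94 relative to the wild-type one, so depth was weighed first. Each DDX23−/− peak was given the wild-type depth at its own enrichment over background, and its chance of passing the weakest p of the wild-type list was computed. The share expected there was 75.2% of the DDX23−/− peaks and the share found was 22.5%, a gap of 52.6 percentage points. The limit for depth as the whole cause had been set at 10 points before the gap was computed. The expectation runs high, because passing at the summit is not sufficient for a call and the counting error of the DDX23−/− peaks is left out. With 5 stricter thresholds the gap still lay between 18.2 and 45.0 points. In the reverse direction, wild-type peaks at the DDX23−/− depth, it was at most 7.65 points. There 99.96% were expected to pass at the weakest p, so this does not calibrate the expectation at a lower depth. Wild-type peaks fell short of the deeper POLK−/− list by up to 22.4 points, so the gap of 18.2 points decides nothing. The larger gaps argue against depth on its own as the whole cause of the larger DDX23−/− list, while part of the difference may come from depth.

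For the POLK−/− list the gap was 37.2 points (82.7% expected, 45.5% found), which also passed the limit of 10 points. The reverse direction was then examined, and wild-type peaks fell short of the POLK−/− list by 14.7 to 22.4 points across the 6 thresholds even though that library is deeper, against 11.0 to 37.2 points for POLK−/− peaks in the wild-type list. Because these ranges overlap, depth and a change in binding cannot be told apart for the POLK−/− list.

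A weaker pulldown in wild-type cells is another candidate explanation for the shorter wild-type list. At the 1123 wild-type peaks that overlap both other lists, the enrichment over background recovered from the DDX23−/− list was 1.29 times that of the wild-type list (median, quartiles 1.01 and 1.64), above the limit of 1.2 set beforehand. For POLK−/− the ratio at the same peaks was 1.11 (median, quartiles 0.917 and 1.40), under that limit. At the 100 of the 1123 peaks with the smallest wild-type p the ratio was 0.711 for DDX23−/− and 0.935 for POLK−/−. Picking peaks for their strength in the wild-type list pulls both ratios down, but at the 100 peaks picked by their p in the POLK−/− list the DDX23−/− ratio was also low, 0.720. This goes against a pulldown that was weaker by the same factor at all peaks, unless the strongest peaks of the deeper library were limited by removal of duplicate reads, which was not tested. A difference in the efficiency of a single pulldown and an effect of the genotype cannot be told apart from 1 list each, and an effect of losing DDX23 remains open and untested.

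The peaks with the smallest p lie at promoters of the type found in tRNA genes, which RNA polymerase III transcribes and which the paper does not discuss. Among the 100 such peaks of each list, 75% held an A box followed by a B box in the wild-type list (95% confidence interval 65.3% to 83.1%), 76% in the POLK−/− list (66.4% to 84.0%) and 78% in the DDX23−/− list (68.6% to 85.7%). In the weaker part of each list, the peaks below the median rank, the shares were 1.36%, 0.816% and 0.0336%. Rotated positions held such a site in 0.0330% of wild-type peaks, against 14.6% observed (214 peaks, p = 0.001, one-sided permutation test, the smallest p it can give). Over the whole lists the share was lower in the longer ones, 9.10% of POLK−/− peaks (223) and 3.97% of DDX23−/− peaks (236), with the same p. Of the 1846 such sites in the genome, 242 lay in a wild-type peak, 259 in a POLK−/− peak and 274 in a DDX23−/− peak. Genes of this class have near-identical copies, to which reads can be misassigned. A first test on whole peaks decided nothing. At most 4% of the 100 peaks in any list had over 50% of their bases in another copy of at least 95% identity, but a copy of a gene this short cannot fill that much of a peak, and the median share of bases in a copy was 15.0%, 12.3% and 11.3%. The sites themselves, with 20 bp on either side, were therefore searched for copies of at least 95% identity over at least 80% of their length. Of the 95 sites in these wild-type peaks 41.1% had no such copy, of the 103 in the POLK−/− peaks 39.8% and of the 103 in the DDX23−/− peaks 44.7%. Shared reads are thus argued against at the sites without a copy, and may add to the signal at the others. These shares describe where the peaks lie and test no cause. Whether they reflect a protein bound there or chromatin that is recovered in many pulldowns was not tested, since control lists were not analysed here.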

How the results depend on the processing

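Depth limits how far absent peaks can be read, since a wild-type peak rests on as few as 6 fragments. No paired analysis was possible because the labels give the genotypes the same replicate numbers but 1 list per genotype was analysed. The thresholds of the depth comparison, the settings for tRNA-type promoters and the move of peaks between gene starts were chosen after seeing the data. For 29 results, 119 alternatives were computed, of which 85 left the value within its interval, or within 1.5 times a count, or on the same side of the test's threshold, and 34 moved it; no result with a test lost significance and none reversed. The p of the shares of shared peaks and of peaks near a gene start was the smallest the rotations can give in every setting. It therefore cannot show whether these shares were stable, and their alternatives count among the 85 by p alone. With a reciprocal overlap of 50%, the share of wild-type peaks in the DDX23−/− list fell from 92.7% to 72.6%. Their share in the POLK−/− list fell from 76.9% to 67.2%, and that of POLK−/− peaks in the DDX23−/− list from 92.4% to 82.6%. With the starts of all annotated genes, the share of wild-type peaks near one rose from 63.3% to 73.4%. Equal numbers of peaks lowered the share of wild-type peaks in the DDX23−/− list to 64.6% and in the POLK−/− list to 63.6%. They lowered that of POLK−/− peaks in the DDX23−/− list to 72.2%. They raised the share of DDX23−/− peaks in the wild-type list from 22.6% to 63.3% and in the POLK−/− list from 38.1% to 71.9%, and that of POLK−/− peaks in the wild-type list from 45.5% to 62.5%.

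Spearman's rho changed with the bins. For wild-type against POLK−/−, wild-type against DDX23−/− and POLK−/− against DDX23−/−, rho was 0.669, 0.621 and 0.748 in bins of 1 Mb, 0.585, 0.464 and 0.604 in bins of 50 kb, 0.789, 0.771 and 0.847 in bins of 5 Mb, and 0.401, 0.491 and 0.597 in bins with a peak in either list. With equal numbers of peaks, rho of wild-type against DDX23−/− was 0.689, and with a q of 1e-05 or less that of POLK−/− against DDX23−/− was 0.711.

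With a q of 1e-05 or less the median widths became 343, 369 and 362 bp in the wild-type, POLK−/− and DDX23−/− lists, the median GC content of wild-type peaks 64.2% and their share on chromosome 6 14.8%. With equal numbers of peaks the median width became 431 bp in the POLK−/− list and 536 bp in the DDX23−/− list, and the median GC content 62.6% and 64.3%. Selecting stronger peaks selects wider ones by construction; the cause of the other changes was not tested.

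Among the 500 peaks with the smallest p, the share with a tRNA-type promoter fell to 38%, 38.4% and 38.2%, and among the 50 of the POLK−/− list it was 88%. The gap to the share expected from depth, for DDX23−/− and POLK−/− peaks in the wild-type list, was 45.0 and 31.0 points with the weakest −log10 p plus 1 as the threshold, 42.1 and 29.5 with its 5th percentile, 34.3 and 23.8 with its 10th percentile, 25.6 and 16.8 with its first quartile and 18.2 and 11.0 with its median, as a stricter threshold leaves fewer weak peaks to be expected.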

Other observations

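The test of Pol κ as the source of the peaks, with its move of peaks between gene starts, which uses the planned overlap of the wild-type and POLK−/− lists, and the choice of chromosome 6 were made only after the values had been seen.

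Most wild-type peaks remained when POLK was knocked out. Of the 1468 wild-type peaks, 76.9% (95% confidence interval 74.7% to 79.0%) overlapped a POLK−/− peak, against 0.165% on average after rotation (p = 0.0001, one-sided permutation test). Rotation ignores that many peaks lie near gene starts. With the 929 wild-type peaks near a gene start moved at random to other gene starts and the rest rotated, the mean overlap was 4.43% and the highest 6.54% (p = 0.0001, one-sided permutation test). Gene starts were not matched for their activity in these cells. The labels name Pol κ as the target, and peaks that came from Pol κ would be lost with its gene. The 76.9% argues against Pol κ as the source of these shared peaks, as far as the knockout label holds. The labels' protocol names anti-Flag beads for these libraries too, although the labels give these genotypes no Flag tag, so the target of the pulldown is in doubt, and background held by the beads would also be shared by all 3 genotypes. That was not tested. What the pulldown recovered at them remains open. The 339 wild-type peaks absent from the POLK−/− list may be chance losses of weak peaks as well as sites of Pol κ, and other causes remain possible. Wild-type peaks that overlapped 1 other list had a median GC content of 69.8%. It was 64.5% for those in all 3 lists and 56.9% for those in the wild-type list only. Whether GC content bears on the absences was not tested. By the depth comparison, 99.3% of wild-type peaks were expected to pass at the POLK−/− depth. Of the 1404 wild-type peaks with a chance of at least 95% there, 1097 were found. The expectation runs high, also because it takes the fragments of each wild-type peak, as few as 6, without their own counting error. With the median −log10 p of the POLK−/− list as the threshold, 609 wild-type peaks had that chance, and 568 were found at any p. The absences thus lie mostly among weaker peaks. Counting noise in the wild-type list cannot be told apart from other causes there.

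The DDX23−/− list held most peaks of the other lists. Its peaks overlapped 92.7% of the wild-type peaks (95% confidence interval 91.3% to 94.0%) and 92.4% of the POLK−/− peaks (91.3% to 93.4%). In the other direction, with all peaks, 22.6% of the DDX23−/− peaks overlapped a wild-type peak and 38.1% a POLK−/− peak, and 45.5% of the POLK−/− peaks overlapped a wild-type peak. The one-sided permutation test gave p = 0.0001 for each of these shares, with rotated means of at most 0.273%. The shares depend on the sizes of the lists. With the same number of peaks from each, 71.9% of DDX23−/− peaks overlapped a POLK−/− peak and 72.2% of POLK−/− peaks a DDX23−/− peak, 63.3% of DDX23−/− peaks a wild-type peak and 64.6% the reverse, and 62.5% of POLK−/− peaks a wild-type peak and 63.6% the reverse.

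Peaks lay near gene starts in all 3 lists. Within 1 kb of the start of a protein-coding gene lay 63.3% of wild-type peaks (95% confidence interval 60.8% to 65.8%), 68.4% of POLK−/− peaks (66.5% to 70.3%) and 72.8% of DDX23−/− peaks (71.6% to 73.9%), against rotated means of 1.77%, 1.79% and 1.80% (p = 0.0002 each, two-sided permutation test). With the same number of peaks from each list the shares were 63.3%, 64.9% and 64.4%, so the rise from the wild-type to the DDX23−/− list goes with the additional weaker peaks. Among the 100 peaks with the smallest p of each list, the shares were only 18%, 18% and 12%. The median GC content of the peaks was 65.5%, 64.0% and 66.5%, so GC content was weighed as a technical explanation. Among windows of 500 bp with a GC content of 60 to 70%, those within 1 kb of a gene start held a wild-type peak in 3.92% of 17276 windows, and those farther away in 0.205% of 97857 windows. The ratio was 19.1 in the wild-type list, 23.7 in the POLK−/− list and 20.1 in the DDX23−/− list, where GC content alone would give a ratio near 1. Open chromatin at gene starts was not tested. Of the 3447 peaks found only in the DDX23−/− list, 73.8% were near a gene start. The share was 45% of the 180 peaks found only in the POLK−/− list and 24.8% of the 101 found only in the wild-type list.

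The knockout labels could not be checked by expression. The peaks at both genes are given as a description only, since a pulldown peak does not show whether a gene is intact. POLK lies on chromosome 5 from 74807670 to 74905816 (hg19, plus strand), and its start overlaps that of CERT1 on the minus strand (74652170 to 74807963). The wild-type list has 1 peak within 10 kb of POLK, from 74807368 to 74807596 (fold 6.36, 9 fragments at the summit), whose summit lies 191 bp from the annotated start, and the DDX23−/− list has 1 from 74807277 to 74807585 (fold 6.71, 29 fragments). The POLK−/− list has none. Of 370 wild-type peaks of at most that fold that the DDX23−/− list shares, 122 (33.0%), this peak included, were missing from the POLK−/− list. The absence of this peak is therefore not unusual among peaks of equal or lower fold. A true loss of these peaks would enter the same share, and chance loss and an effect of the knockout cannot be told apart at this promoter. DDX23 lies on chromosome 12 from 49223539 to 49246625 (minus strand). The DDX23−/− list has 1 peak within 10 kb of it, inside the gene from 49245845 to 49246055 (fold 5.69), and the other lists have none. A peak at this gene in the library labelled as its knockout speaks neither for nor against the label.

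The 5 peaks with the smallest p of each list were all shared by the 3 lists, and 12 of these 15 held a tRNA-type promoter. A gene in parentheses without "within" is only the nearest protein-coding gene, from 110 bp (ALOXE3) to 131544 bp (SCAND3) away from the summit. In the wild-type list they lie on chromosome 6 from 28763469 to 28764057 and from 28831199 to 28831835 (nearest protein-coding gene TRIM27 for both), on chromosome 17 from 8022178 to 8023325 (ALOXE3), on chromosome 7 from 148680613 to 148681222 (PDIA4) and on chromosome 15 from 66161097 to 66161771 (within RAB11A). The POLK−/− list has them on chromosome 17 from 8022079 to 8024614 (ALOXE3) and from 8123393 to 8126456 (CTC1), on chromosome 16 from 22206610 to 22207448 (SDR42E2), and on chromosome 6 from 27513094 to 27513901 (ZNF184) and from 28918418 to 28919207 (TRIM27). In the DDX23−/− list they are on chromosome 1 from 149294381 to 149295051 (H3-7), on chromosome 6 from 27514926 to 27515986 (ZNF184) and from 28715131 to 28715974 (SCAND3), on chromosome 14 from 58706238 to 58707070 (within ARMH4) and on chromosome 16 from 3200331 to 3201258 (ZNF213).

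Chromosome 6 held 190 of the 1468 wild-type peaks (12.9%, 95% confidence interval 11.3% to 14.8%), 10.8% of the POLK−/− peaks (9.57% to 12.1%) and 8.02% of the DDX23−/− peaks (7.35% to 8.74%). Between 25 and 30 Mb lay 118, 140 and 158 of these peaks. None of the lists has a peak on chromosome Y or on the mitochondrial genome.

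The numbers inside the peak names differ from the replicate number in the labels for the wild-type list (4 in the names, 1 in the labels) and the DDX23−/− list (2 and 1), and both are 1 for the POLK−/− list. What the numbers in the names stand for is not stated, so it is uncertain from which library of a genotype each list was called.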
